A study of Mus musculus with 27 samples. Its data were reported in "An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors" (2024).

How the data were processed

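The samples were bone marrow-derived macrophages (BMDMs), primary mouse macrophages grown from bone marrow, kept for 1 h with DMSO, the vehicle of the kinase inhibitors used elsewhere in the study, and then left untreated or stimulated with lipopolysaccharide (LPS) or interleukin-4 (IL-4), each at 10 ng/ml, for 0.5, 1, 2 or 4 h. Chromatin-associated RNA was measured, which is enriched for transcripts still being made and for unspliced introns. Libraries were made by the authors with a Smart-seq2 procedure primed with random hexamers and were sequenced single-end. Reads were aligned to the mouse genome (mm10) with TopHat2 against RefSeq transcripts, reads with several hits and reads in blacklisted regions were removed, and reads were counted per gene over the GRCm38.p6 annotation. The authors then scaled the libraries on a set of invariant genes. The deposited values are these normalised read counts rounded to whole numbers, so they were treated as a score and not as raw read counts. Whether the counting used strand was not stated, so genes that overlap on either strand could share reads. Coordinates are those of the deposited table (GRCm38, counted from 1).

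The table held 45070 genes and 27 samples, and each sample column was matched to its sample by its label. Replicates carry the numbers 1, 2 and 3 of the labels, and all 9 groups had 3 replicates. Genes with at least 10 normalised read counts in at least 3 of the 27 samples were tested, which left 13901 genes holding 99.6% of all normalised read counts. Of these, 11188 were protein-coding, 2369 non-coding RNA and 344 of other types, 2140 overlapped another annotated gene on the same strand and 5583 one on the other strand.

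Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3 (moderated tests with a mean-variance trend, Benjamini-Hochberg adjustment over all tested genes, threshold 0.05). Fold changes are on this scale, which understates the change of genes with low values. Each time course was fitted with its 3 untreated and 12 stimulated samples, a moderated F test asked for any change over the 4 time points, and a contrast per time point gave direction and size. LPS and IL-4 were compared directly at each time in one fit of all 27 samples. The study tested each course with an impulse model, which was not run here. The main tests, the gene lists, the rule for named genes and the alternatives, apart from 1 named below, were chosen before the data were examined. Tests of explanations chosen later are named where they are given. A design for raw counts had also been laid down, and was not used because the values are normalised.

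The named genes were 15 genes fixed in advance and, per stimulus, the 5 largest rises, the 5 largest falls, and the 3 largest rises and 3 largest falls among kinase genes, ranked by the log2 fold change of largest size over the 4 time points. The ranked genes had to pass 0.05 in the F test, to have a mean of at least 50 normalised read counts in the higher group and to show no overlap between the replicates of the peak time point and of untreated. The 15 fixed genes are given whether or not they met these limits. Chance gives such non-overlap in 10% of genes at a time point fixed beforehand, and in more at a peak chosen among 4. Where every library of a group was at or under 3 normalised read counts, the change is given as a bound computed against 3.

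Gene lists were written from general knowledge: 493 protein kinase symbols (483 in the table, 370 tested), 16 immediate early genes, 18 primary NF-κB targets, 25 interferon-responsive genes (24 tested) and 24 IL-4-responsive genes (22 tested). A list of 42 intended inhibitor targets (41 tested) was taken from the study, which chose part of it because these samples showed regulation, so it is not independent evidence. Of the targets, 37 are also in the kinase list, Egr2 is in both the immediate early and the IL-4 list, and Flt1 is in both the IL-4 and the kinase list.

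The number of reads behind each sample is not given by normalised values. Rounded multiples of a scaling factor leave a comb in the low values, from which a factor was estimated. The margin needed to accept a factor was set on 300 simulated libraries and checked on 300 others, of which 219 passed and 217 of these were within 1% of the true factor. Round factors, which make exact ties, were recovered poorly: of 13 tried, 9 passed and 5 of these were right. In the data 11 of the 27 libraries passed, with an estimated 2135000 to 12268559 reads assigned to genes, and for the others the depth is unknown. These estimates entered no test of a change in expression, and the spread between replicates is the error used for those tests.

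The fits were tested on simulated data, drawn from the untreated means of the 13901 tested genes, raised to a minimum where low, with 200 genes changed at 1 time point. The F test recovered 84% of the changed genes with 10 false calls, the contrast 82% with 12 false calls, and the direct comparison of the stimuli 82% with 10 false calls. The unchanged course gave 0 calls.

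Whether replicate numbers pair the samples was checked by correlating deviations from the group means across genes. Samples with the same number correlated at 0.21 to 0.71 in all 30 pairs of the untreated and IL-4 groups, and above 0.1 in 29 of the 30 pairs of the untreated and LPS groups, where the lowest was 0.09. The numbers come from the sample titles, which do not say what they mark. Replicate 1 lay apart from the others in every group, as described below, and that offset alone makes samples with the same number correlate. Pairs of numbers 2 and 3 were not looked at separately. The check therefore cannot tell pairing by number from an offset of replicate 1. A fit with the replicate number as a block was among the alternatives. The others were pseudocounts of 0.5 and 8, no filter on low values (every gene above 0 in at least 1 sample) and a stricter filter, 2 rescalings, all 27 samples in 1 fit, sample weights, leaving out each replicate number, a stricter threshold and random gene sets matched to the kinases. Averaging replicates 2 and 3 was added after the data had been examined. Enrichment of kinases was tested with a two-sided Fisher exact test, adjusted over the 2 stimuli. Simulated unchanged groups (20 sets) against the untreated libraries gave the overlap that shared controls alone produce. Principal components were computed on the tested genes.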

Results

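The study asked how clinical kinase inhibitors change macrophage responses to LPS, a bacterial cell wall component sensed by the receptor TLR4, and to the cytokine IL-4. The data here are its time courses of chromatin-associated RNA in primary mouse BMDMs without inhibitor, which served to find kinases regulated by either stimulus. There were 27 samples in 9 groups of 3 replicates: untreated cells, and for either stimulus 4 groups taken between 0.5 and 4 h after its addition.

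The sum of normalised read counts was 2539544 ± 45883 in untreated samples (SD, n = 3). It lay between 2469768 and 2790981 in the untreated and IL-4 samples and between 3571492 and 4058199 in the LPS samples. Since the authors scaled the values, these sums are not sequencing depths. The estimated number of reads was 2135000 to 12268559 in the 11 libraries where it could be estimated, so the libraries differ in counting precision.

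The first principal component held 54.8% of the variance and the second 18.5%. All LPS samples lay apart from the untreated and IL-4 samples along the first, while IL-4 0.5 h overlapped untreated, and IL-4 2 h overlapped 4 h, along both. Replicate 1 lay on the same side of replicates 2 and 3 in all 9 groups along components 1, 3 and 4. Over 620 genes with a mean of at least 1000 normalised read counts, the SD of the log2 ratio between replicates 2 and 3 was 0.14 to 0.29 per group, against 0.37 to 0.45 between replicates 1 and 2. Replicates 2 and 3 still differed by more than counting noise alone, with a chi-square on the normalised values of 3.54 to 34.1 per gene, so they were not treated as copies of 1 library and were counted as separate samples. Repeat preparations of 1 culture would also differ by more than counting noise, so whether replicates 2 and 3 are separate cultures stays open.

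**Figure D1:**
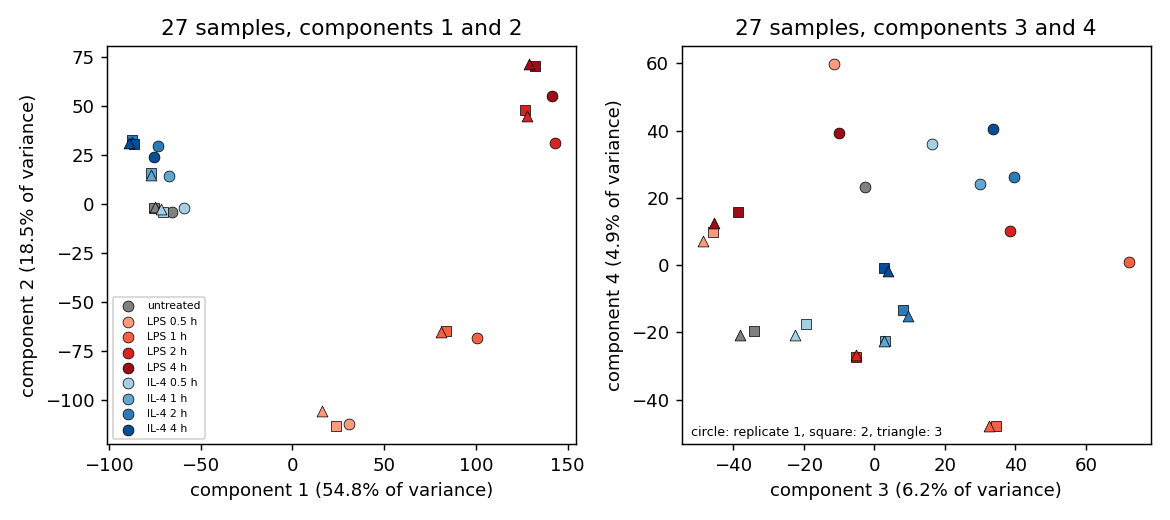
Scores of the 27 samples on components 1 and 2 (left) and 3 and 4 (right) of log2(normalised read count + 1), with the percent of variance on each axis, colour for group and symbol for replicate number. On components 3 and 4 replicates 2 and 3 lie close together in each group, and replicate 1 is on the same side of them in all 9 groups along components 1, 3 and 4.

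The first question was which genes each stimulus changed. Over the LPS course 12174 of 13901 genes (87.6%) passed an adjusted p of 0.05 in the limma F test, 4576 with a rise and 7598 with a fall as their largest change. The median size of that change was 1.90 on the log2 scale. At 0.5 h 2718 genes were higher and 4775 lower than in untreated cells, at 1 h 3448 and 5415, at 2 h 3740 and 5417, and at 4 h 3595 and 5233. The count moved most with the filter: requiring a mean of 50 normalised read counts left 6827 genes to test, of which 6504 changed. Without replicate 1, within the closely similar replicates 2 and 3, it was 12504, and with these 2 averaged into 1 sample per group it was 10512. Replicate 1 alone has 1 sample per group and gives no test.

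The direction split of the LPS calls depended on the scaling and on the filter. As deposited, the median log2 fold change of all tested genes was −0.24 at 0.5 h, −0.30 at 1 h, −0.29 at 2 h and −0.26 at 4 h, so a gene at 0 lies above the median gene. Rescaling by median-of-ratios factors gave 3580 higher and 3762 lower genes at 0.5 h and 4313 higher and 4465 lower at 1 h. Rescaling to equal totals gave 1621 higher and 7258 lower genes at 0.5 h, 2157 and 7750 at 1 h, 2369 and 7976 at 2 h, and 2426 and 7810 at 4 h. Under the authors' scaling, requiring a mean of 50 normalised read counts raised the higher share of the calls from 36.3% to 43.7% at 0.5 h, from 38.9% to 48.2% at 1 h, from 40.8% to 48.5% at 2 h and from 40.7% to 47.3% at 4 h. This mean includes the LPS samples, so the filter itself favours genes that rose.

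Over the IL-4 course 5606 genes (40.3%) passed, 2696 with a rise and 2910 with a fall as their largest change, of median size 0.88. At 0.5 h 1133 genes were higher and 1132 lower, at 1 h 1547 and 1366, at 2 h 1993 and 1838, and at 4 h 1856 and 1742. The median log2 fold change of all genes was between −0.02 and 0.02. The number of genes over the course depended on how the replicates were treated. It was 2234 without replicate 2, 2169 without replicate 3 and 2503 with replicates 2 and 3 averaged. Without replicate 1 it was 6546, and with the replicate number as a block 7409. These fits differ in the number of samples and in how far the offset of replicate 1 enters the error. Whether the closeness of replicates 2 and 3 is the cause was therefore not separated. Across the fits without 1 replicate the counts ranged from 773 to 2953 at 0.5 h, 1305 to 3814 at 1 h, 1868 to 4600 at 2 h and 1584 to 4361 at 4 h. Rescaling to equal totals moved the split at 0.5 h to 936 higher and 2041 lower genes, and at 1 h to 1262 and 1936. At 2 h it gave 1863 and 1973, and at 4 h 1941 and 1692, where rises stayed more frequent. Which direction was more frequent was not settled. With the replicate number as a block there were 1575 higher and 1702 lower genes at 0.5 h, 1994 and 2068 at 1 h, 2457 and 2643 at 2 h, and 2398 and 2519 at 4 h. Without replicate 1 falls were also more frequent, with 1401 and 1552, 1700 and 2114, 2011 and 2589, and 1989 and 2372. Median-of-ratios rescaling gave 1592 and 1946 at 4 h. Without replicate 2 rises were more frequent, at 68.4%, 59.1%, 53.7% and 51.0% of the calls.

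**Figure D2:**
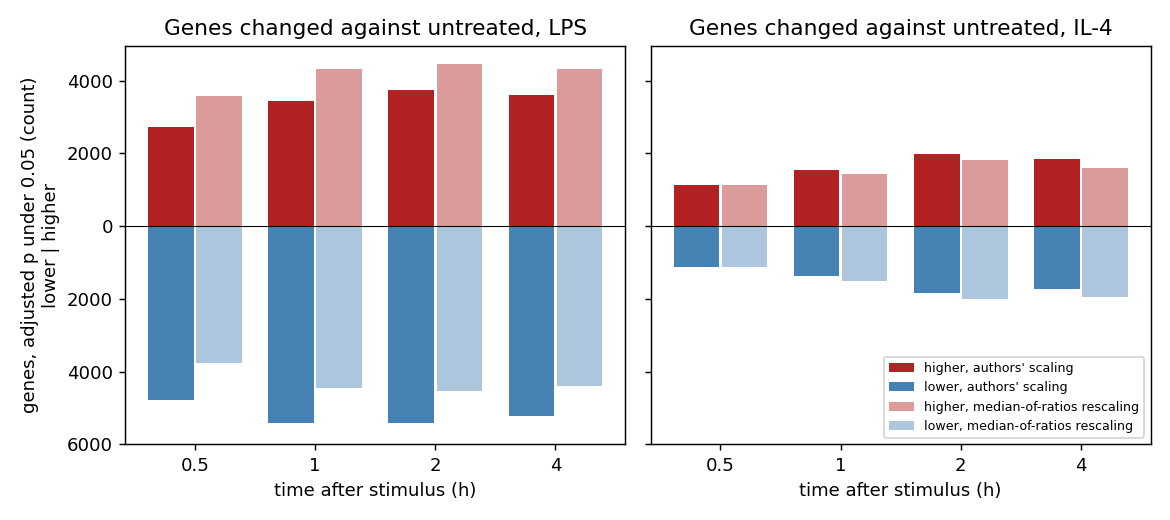
Number of genes with an adjusted p under 0.05 against untreated, higher (upward bars) and lower (downward bars), by time in hours for LPS (left) and IL-4 (right), under the authors' scaling (dark) and median-of-ratios rescaling (light). At LPS 0.5 h the bars are 2718 higher and 4775 lower as deposited, and 3580 and 3762 after rescaling.

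Among the genes with the largest rises after LPS, Ccl5 (chromosome 11, 83525778 to 83530518, protein-coding) went from 1.00 ± 1.00 normalised read counts in untreated cells to 4645 ± 371 at 2 h (SD, n = 3). That is at least 1548-fold higher, with a limma adjusted p of 1.14e-13. Acod1 (chromosome 14, 103047012 to 103056573) rose by 11.16 on the log2 scale at 4 h (SE 0.23, adjusted p 1.06e-14), to 11445 ± 182 normalised read counts. Nos2 (chromosome 11, 78920787 to 78960226) was at least 712-fold higher at 4 h (adjusted p 1.11e-12). The other 2 genes of this rank are non-coding and overlap the first 2: Gm32650 spans the Ccl5 locus, and Gm41235 overlaps Acod1 on the other strand. Their values are uncertain, since reads could be counted for both genes of each pair. Gm32650 is annotated on the strand opposite to Ccl5. At LPS 2 h it stood at 4879 ± 421 normalised read counts, against 4645 ± 371 for Ccl5. At 0.5 h the values were 413 ± 133 and 353 ± 118. Values this close are what counting the same reads for both genes would give.

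The 5 largest falls after LPS were those of Slco2b1, St6gal1, Fam214a, Arhgap18 and Syngr1. Arhgap18 (chromosome 10, 26772512 to 26918648) fell from 2026 ± 71.6 to 10.7 ± 2.31 normalised read counts at 4 h, a log2 fold change of −7.46 (SE 0.19, adjusted p 1.04e-13), with no detectable change at 0.5 h (0.12, adjusted p 0.614). St6gal1 (chromosome 16, 23224740 to 23360350), which overlaps 2 other genes, changed by −7.81 at 4 h (SE 0.21, adjusted p 1.69e-13). Slco2b1 was at least 115-fold and Fam214a at least 198-fold lower at 4 h, and Syngr1 at least 94.2-fold lower at 2 h. Each of these 3 overlaps another annotated gene. Against the median gene of the same time point the log2 changes of Arhgap18 and St6gal1 were −7.20 and −7.56.

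After IL-4 the largest rises were those of Scn3a, Pdcd1lg2, Tmem26, Rasgrp1 and Tarm1, all with their peak at 4 h. Scn3a (chromosome 2, 65457118 to 65567492), which overlaps a non-coding gene, went from 0.333 ± 0.577 to 714 ± 155 normalised read counts and was at least 238-fold higher (adjusted p 4.99e-10). Pdcd1lg2 (chromosome 19, 29410919 to 29472927) was at least 194-fold, Rasgrp1 at least 161-fold and Tarm1 at least 51.1-fold higher, while Tmem26 rose by 7.60 on the log2 scale (SE 0.43, adjusted p 3.38e-08). The largest falls were those of Clec4d, A930035F09Rik, Bank1, Arhgap24 and Gm33858. Clec4d (chromosome 6, 123262107 to 123275268) fell from 581 ± 67.5 to 29.0 ± 9.85 normalised read counts at 2 h, a log2 fold change of −4.32 (SE 0.21, adjusted p 5.97e-09). Arhgap24 (chromosome 5, 102481391 to 102897937) changed by −3.55 at 4 h and by −0.04 at 0.5 h, and overlaps a non-coding gene. Gm33858 overlaps Cx3cr1, and its value is uncertain for that reason.

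The fixed genes covered known arms of both responses. After LPS, Tnf rose by 8.12 at 0.5 h (SE 0.20, adjusted p 9.11e-14) and Il1b by 8.50 at 0.5 h (SE 0.31, adjusted p 5.6e-12), whereas Rsad2 rose by 5.02 at 1 h and 8.41 at 4 h and Mx1 by 2.16 and 8.08. At 0.5 h Rsad2 had already risen by 2.15 (adjusted p 2.75e-05), while Mx1 was not detectably changed (0.30, adjusted p 0.447). Nfkbia stayed between 4.94 and 5.14 at all 4 time points. Ifnb1 was listed at 0 in all untreated samples and at 12.7 ± 6.66 normalised read counts at LPS 1 h, at least 4.22-fold above the floor (adjusted p 3.35e-05), and at 0 at IL-4 0.5 h. Egr2 rose by 5.35 at LPS 0.5 h and did not differ detectably from untreated at 4 h (adjusted p 0.741). After IL-4 it rose by 3.90 at 0.5 h and stood at 3.60 at 4 h. Socs1 was at least 52.1-fold higher at LPS 2 h and at least 65.4-fold higher at IL-4 2 h. At 2 h the stimuli did not differ detectably (adjusted p 0.575). Earlier, at 0.5 h, Socs1 stood at 2 ± 1 normalised read counts after LPS (log2 fold change 0.67, adjusted p 0.26). At the same time it stood at 133 ± 33.2 after IL-4 (6.17, adjusted p 1.2e-07). Cish rose by 7.19 at LPS 2 h and by 6.44 at IL-4 4 h. Arg1 rose by 2.61 at IL-4 4 h (SE 0.43, adjusted p 0.000452), from 6 to 15 normalised read counts in the untreated replicates to 37 to 85. Over the LPS course Arg1 was borderline: the contrast at 1 h passed (−1.41, SE 0.45, adjusted p 0.0127), but not without replicate 2 or without replicate 3, and the F test did not (adjusted p 0.0507). Neither Tnf (adjusted p 0.454) nor Nfkbia (adjusted p 0.532) passed the F test over the IL-4 course. Il1b was at least 4.33-fold lower at IL-4 2 h (adjusted p 0.0111), and this did not pass without replicate 2 or without replicate 3. Its untreated replicates 1, 2 and 3 held 6, 9 and 24 normalised read counts, so the bound leans on replicate 3. Il1b, Arg1 and Egr2 each overlap another annotated gene.

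Nqo2, Top2b and Acox3 code for enzymes other than kinases that the study listed as inhibitor targets. Nqo2 changed by −3.27 at LPS 1 h and by −1.05 at IL-4 2 h, Top2b by −1.85 at LPS 2 h and by −0.59 at IL-4 0.5 h, and Acox3 by −2.40 at LPS 4 h and by −0.66 at IL-4 2 h. Hk3 and Susd6 are loci the study showed as examples of inhibitor effects on a histone mark. Hk3 rose by 2.60 at LPS 4 h and went from 175 ± 15.7 to 433 ± 59.6 normalised read counts at IL-4 1 h, and Susd6 rose by 1.70 at LPS 2 h and changed by −0.87 at IL-4 4 h. All 10 changes passed an adjusted p of 0.05. Those of Top2b and Susd6 under IL-4 no longer passed without replicate 2, and those of Acox3 and Susd6 under IL-4 no longer passed without replicate 3. Nqo2, Acox3 and Hk3 each overlap another annotated gene. Rsad2 and Mx1 changed by −1.96 and −1.27 at IL-4 4 h, neither of which passed without replicate 3.

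The next question was whether the 2 responses differ. In the direct comparison 7485 genes differed between LPS and IL-4 at 0.5 h, 8962 at 1 h, 9542 at 2 h and 9452 at 4 h. Of these, 2503, 3334, 3665 and 3625 were higher after LPS, which is 33.4%, 37.2%, 38.4% and 38.4%. This split also depended on the scaling: the share higher after LPS was 47.6%, 48.7%, 48.0% and 48.8% after median-of-ratios rescaling, and 19.1%, 22.2%, 22.5% and 22.6% at equal totals. With a mean of at least 50 normalised read counts required, the counts were 4266, 5049, 5294 and 5215, and the share higher after LPS was 40.5%, 45.7%, 45.5% and 45.2%.

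Both courses changed 5340 genes, where independent lists of these sizes would share 4909.5. Lists of the same sizes taken from simulated unchanged groups against the same untreated libraries shared 5053 to 5124. The simulated groups held no real change and at most 1 gene per stimulus passed the threshold, so their lists were filled by rank. The largest changes had the same sign for 3120 of the shared genes (58.4%). In the simulated lists this share was 83.2% to 85.0%. Across genes, the correlation of log2 fold changes averaged 0.239 over the 4 time points, against 0.485 to 0.515 in the simulation. The simulated values reflect noise around the shared untreated samples alone, while the real changes also include responses to the stimuli. Comparison with the simulation therefore cannot tell how alike the responses are. Genes are not independent replicates. With replicates 2 and 3 averaged, 2270 genes were shared, without replicate 2 it was 2015 and without replicate 3 it was 1945, while without replicate 1 it was 6325 and with the replicate number as a block 7156.

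The timing of the responses was followed with the 4 response lists. After LPS the median log2 fold change of the 16 immediate early genes was 3.71 ± 0.18 at 0.5 h (SD of the replicate medians, n = 3) and 0.29 ± 0.21 at 2 h, where it was −0.20 at equal totals. With genes at the floor set to their bounds these medians were 3.59 and 0.89. The 2 h median ranged from 0.04 to 0.69 over the fits that left out 1 replicate. All 16 changed over the LPS course and 11 over the IL-4 course (16 and 12 adjusted over the list alone), and the 11 became 6 without replicate 2 or without replicate 3. The 18 primary NF-κB targets had medians of 6.45 ± 0.09 at 0.5 h and 5.31 ± 0.12 at 4 h, and all 18 were higher at each time. With 3 genes at the floor set to their bounds these medians were 5.86 and 4.85. Over the IL-4 course 8 of the 18 changed, 3 upwards and 5 downwards (8 adjusted over the list alone), and 5 without replicate 2 or without replicate 3. The 24 interferon-responsive genes went from 0.78 ± 0.24 at 0.5 h to 6.02 ± 0.19 at 4 h, when all 24 were higher, a median of 5.96 with 2 genes set to their bounds. Against the median gene the LPS values were 3.96 at 0.5 h for the immediate early genes, 6.70 at 0.5 h for the NF-κB targets and 6.28 at 4 h for the interferon-responsive genes. After IL-4 the 22 IL-4-responsive genes had medians of 2.52 ± 0.04 at 0.5 h and 2.78 ± 0.31 at 4 h, unchanged with 6 genes set to their bounds. At 1 h the bounds moved the median from 2.71 to 2.61, and at 2 h from 2.50 to 2.22. Over the IL-4 course 19 of the 22 genes changed, all upwards, and 19 also when adjusted over the list alone. Over the LPS course 16 of them changed, 12 upwards and 4 downwards (16 adjusted over the list alone). The interferon-responsive genes had a median of −0.80 ± 0.09 at IL-4 4 h, with 13 lower and 2 higher. Of the 24, 15 changed over the IL-4 course and 17 when adjusted over the list alone. It was 21 with the replicate number as a block and 19 with sample weights, but 11, 9 or 6 without replicate 1, 2 or 3, 7 with replicates 2 and 3 averaged and 7 with no filter on low values. The largest move came from pseudocount 8 for the NF-κB targets at LPS 0.5 h, to 5.32, and for the IL-4-responsive genes at IL-4 4 h, to 1.92, and from equal totals for the interferon-responsive genes at LPS 4 h, to 5.42.

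**Figure D3:**
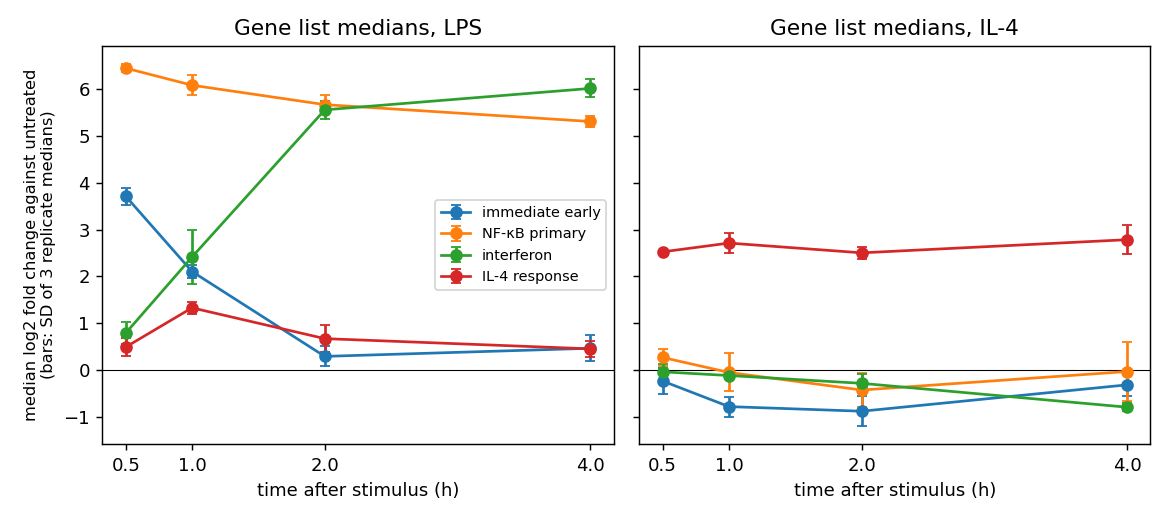
Median log2 fold change against untreated of the 4 response lists by time in hours after LPS (left) or IL-4 (right), with bars for the SD of the 3 replicate medians. The interferon list climbs from 0.78 at 0.5 h to 6.02 at 4 h after LPS, and the IL-4 list stays between 2.50 and 2.78 after IL-4.

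Finally, the study used these samples to find kinases under the control of each stimulus. Of 370 tested kinase genes, 338 (91.4%) changed over the LPS course, and 339 when adjusted over the list alone. Among other tested genes the share was 87.5% (odds ratio 1.51, two-sided Fisher exact p 0.025, Benjamini-Hochberg adjusted over the 2 stimuli 0.025). This difference was not detectable against 10000 random gene sets matched on mean expression, which held 338.4 changed genes on average (ratio 0.999, permutation p 0.987, adjusted 0.987). Over the IL-4 course 197 kinase genes (53.2%) changed, and 206 when adjusted over the list alone, 1.33 times the share among other genes (odds ratio 1.71, Fisher exact p 3.95e-07, adjusted 7.9e-07). With no filter on low values, so that every gene above 0 in at least 1 sample was tested (30272 genes), the ratio was 2.27 for IL-4 and 1.62 for LPS. The matched sets held 184.6 on average (ratio 1.07, permutation p 0.172, adjusted 0.344). Of the kinase genes 190 changed in both courses. With replicates 2 and 3 averaged, 304 kinase genes changed over the LPS course and 101 over the IL-4 course. The IL-4 count was 92 without replicate 2 and 89 without replicate 3, but 257 without replicate 1 and 256 with the replicate number as a block. At an adjusted p of 0.01 and a log2 fold change over 1 there were 271 and 73.

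The largest kinase rises after LPS were those of Src, Mylk and Met. Src (chromosome 2, 157424293 to 157471838) went from 6.67 ± 4.73 to 731 ± 202 normalised read counts at 2 h, a log2 fold change of 6.72 (SE 0.46, adjusted p 3.98e-09). Met rose by 5.32 at 1 h (SE 0.26, adjusted p 1.27e-10) and Mylk, which overlaps other genes, was at least 55.4-fold higher at 4 h. The largest kinase falls were those of Map2k6, at least 55.0-fold lower at 4 h, Eef2k, at least 48.2-fold lower at 4 h, and Aatk, with −5.50 at 2 h. After IL-4, Flt1 (chromosome 5, 147561604 to 147726011) rose from 10.0 ± 3.61 to 1169 ± 56.5 normalised read counts at 4 h, a log2 fold change of 6.78 (SE 0.25, adjusted p 6.91e-10). Mylk was at least 25.9-fold higher at 4 h, and Trib1 rose by 3.15 at 0.5 h and stood at −1.11 at 4 h. Stk17b, Cdk14 and Mast4 had the largest kinase falls, with −2.55 at 2 h, −2.39 at 4 h and −2.18 at 2 h. Except for Src and Trib1, each of these kinase genes overlaps another annotated gene.

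Of 41 tested intended inhibitor targets, 38 changed over the LPS course, 19 with a rise and 19 with a fall as the largest change, and 25 over the IL-4 course. Adjusted over the list alone the counts were 38 and 27. The list was chosen partly on these samples, so the counts are not independent evidence. The IL-4 count was 7 without replicate 2, 8 without replicate 3 and 9 with replicates 2 and 3 averaged, but 32 without replicate 1 and 31 with the replicate number as a block.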

Values the study reported

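The study reported 234 kinases regulated by LPS and 74 regulated by IL-4 at the level of transcription, counting kinases that had not been linked to the TLR4 or IL-4 receptor pathways.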

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

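No test in this part was chosen only after the result was seen.

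At each time point some genes were changed by both stimuli in opposite directions, each against untreated with an adjusted p under 0.05, and also differed in the direct comparison of LPS with IL-4. There were 390 such genes at 0.5 h, 665 at 1 h, 1020 at 2 h and 1088 at 4 h. Of those at 4 h, 519 were higher after LPS and lower after IL-4, and 569 the other way. The shared untreated samples push changes towards the same sign, which argues against an origin in the common controls. The LPS calls lean towards falls under the authors' scaling, which could have made opposite pairs, but 84.6% of the genes opposite at 4 h stayed opposite after median-of-ratios rescaling. Replicate 1 lies apart from the other replicates, yet 85.7% of them stayed opposite without it. These values argue against the scaling and the replicate 1 libraries as the whole cause. The closeness of replicates 2 and 3 and shared counting of overlapping genes were not tested for these genes and remain open. A different response of the cells to the 2 stimuli, which the design names, is among the open explanations.

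The direct comparisons rest on groups of 3. For each of the 4 time points 1 of the 10 splits of the 6 samples, the real one, gave as many genes differing between LPS and IL-4, and the other splits gave at most 1 gene. With 10 splits the share cannot fall under 0.1, so these splits alone cannot exclude a fortunate grouping.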

How the results depend on the processing

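Averaging replicates 2 and 3 was chosen after the data had been examined, and no other alternative here was. Where no reason is given for a change, the cause was not tested.

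Requiring a mean of at least 50 normalised read counts left 6827 genes, and fewer genes tested gave fewer calls: 6504 over the LPS course, 4278, 4969, 5137 and 5005 at LPS 0.5, 1, 2 and 4 h, and 4266, 5049, 5294 and 5215 between the stimuli. The same-sign share was 56.4%, the kinase ratio 1.02 for LPS (Fisher exact p 0.234) and 1.08 for IL-4 (p 0.125), and the list medians 6.27 (NF-κB, LPS 0.5 h), 1.98 (IL-4 list, LPS 1 h) and 2.05 (IL-4 list, IL-4 4 h).

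Averaging replicates 2 and 3 left fewer samples and gave 2503 genes over the IL-4 course, 969, 1441, 2123 and 1838 at its 4 time points, 2270 shared genes, 101 kinase genes, 9 intended targets and an interferon median of −0.65 at IL-4 4 h. Of the 2503 genes, 2500 were among the 5606.

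At an adjusted p of 0.01 and a log2 fold change over 1, stricter by construction, there were 1928 genes over the IL-4 course, 4465 and 5845 at LPS 0.5 and 1 h, 668, 983, 1306 and 1120 at the IL-4 times, 4368 and 5876 between the stimuli at 0.5 and 1 h, 1637 shared genes (61.0% of the same sign), 73 kinase genes and 9 targets over the IL-4 course, and a kinase ratio of 1.07 for LPS (p 0.0686).

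The kinase ratio for LPS was also no longer past 0.05 with pseudocount 8 (1.03, p 0.083), at equal totals (1.03, p 0.0571) and with all 27 samples in 1 fit (1.02, p 0.288). With no filter on low values it was 1.62 for LPS and 2.27 for IL-4. Against matched gene sets it was 0.999 for LPS, reversed in direction (p 0.987), and 1.07 for IL-4 (p 0.172), so the excess among kinase genes was not detectable once mean expression was matched.

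Pseudocount 8, which shrinks changes of low genes, gave list medians of 3.12 (immediate early, LPS 0.5 h), −0.56 (immediate early, IL-4 2 h), 5.32 (NF-κB, LPS 0.5 h), 5.43 (interferon, LPS 4 h), −0.49 (interferon, IL-4 4 h), 0.76 (IL-4 list, LPS 1 h) and 1.92 (IL-4 list, IL-4 4 h). Pseudocount 0.5 gave −0.92 (interferon, IL-4 4 h), and no filter gave 1.02 (IL-4 list, LPS 1 h). Median-of-ratios rescaling moved the LPS medians of the immediate early, NF-κB, interferon and IL-4 lists at the same times to 3.97, 6.70, 6.26 and 1.59, and equal totals to 3.21, 5.95, 5.42 and 0.76, by the shift of all genes.

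Across the 3 fits that each left out one replicate, with fewer samples, the count over the IL-4 course ranged from 2169 to 6546, and from 773 to 2953, 1305 to 3814, 1868 to 4600 and 1584 to 4361 at its 4 time points. The lowest counts came without replicate 2 or 3 and the highest without replicate 1. Shared genes ranged from 1945 to 6325 (58.4% to 61.2% of the same sign), kinase genes over the IL-4 course from 89 to 257 and intended targets from 7 to 32. List medians ranged from 3.57 to 3.96 (immediate early, LPS 0.5 h), −1.25 to −0.47 (immediate early, IL-4 2 h), −0.93 to −0.66 (interferon, IL-4 4 h), 1.05 to 1.34 (IL-4 list, LPS 1 h) and 2.44 to 2.96 (IL-4 list, IL-4 4 h). The median of the immediate early list at LPS 2 h ranged from 0.04 to 0.69. The LPS course count, from 10057 to 12504, stayed within 1.5 times. Of the named genes, Arg1 (LPS 1 h), Il1b, Top2b and Susd6 (IL-4) lost an adjusted p under 0.05 without replicate 2, and Arg1 (LPS 1 h), Rsad2, Mx1, Il1b, Acox3 and Susd6 (IL-4) without replicate 3. The highest limma adjusted p among these was 0.243, for Rsad2 at IL-4 4 h without replicate 3. Rsad2 also lost it with no filter and with replicates 2 and 3 averaged, as did Arg1 (LPS 1 h), Il1b and Susd6 with this averaging. Nfkbia at IL-4 2 h gained it without replicate 1 (0.0415, over a range to 0.664), and Tnf at IL-4 2 h with sample weights (0.0435, over a range to 0.479).

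With the replicate number as a block (replicate block), 12850 genes changed over the LPS course and 7409 over the IL-4 course, of which 12170 and 5600 were among those called without it. It moved the genes lower at IL-4 0.5 h from 1132 to 1702 and at 1 h from 1366 to 2068, over 1.5 times. It moved no other count by that much, and changed no call of a comparison or of a named gene's contrast. Sample weights left the counts of genes per comparison within 1.5 times. Among the other results, without counting fits that left out a replicate, 102 moved, 5 were weaker and 1 was stronger. A count-based test was not run, since whole reads could not be recovered for all libraries, and no kinase annotation was used here as an alternative list. Depth is known for 11 libraries only, which limits how precisely genes near the floor can be read.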

Other observations

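The tests of the scaling, of overlapping non-coding genes and of expression level for long genes, and the length test in unchanged genes for IL-4, were chosen only after related results were seen. The other tests in this part were fixed beforehand.

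For the time courses, 100 splits of the 15 samples into 5 groups of 3, the real one included, were fitted per stimulus. In 1 of the 100 splits, the real one, as many genes changed over the LPS course, and the same held for the IL-4 course, for the kinase genes of each course and for the genes shared by both. The highest other counts were 4016 genes for LPS and 819 for IL-4. For each of the 8 comparisons of a time point with untreated, 1 of the 10 splits of the 6 samples gave as many genes. Whether the replicate numbers pair the samples was not settled. If they do so in the IL-4 course, 1 of the 4 splits that part all 3 pairs gave as many genes. The other 6 of the 10 part only 1 pair.

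The number of kinase genes changed over the IL-4 course was 197. That is higher than the value quoted from the study above. At an adjusted p of 0.01 and a log2 fold change over 1 it was 73, so the threshold alone moves this count by more than the gap. For LPS the counts were 338 and 271, both higher than the quoted value. The lists, the test and the exclusion of known pathway members also differ, and which of these is the cause was not tested.

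LPS samples held 1.51 times the normalised read counts of untreated samples, and 1.42 times already at 0.5 h, while the median gene fell. The rises were spread over many genes: 148 genes made up 50% of the summed rises at 0.5 h and the top gene 1.72%. These are shares of the rises before the falls are taken off, so shares of the net increase were not measured. The Spearman correlation across genes of the change with gene width was 0.0993 at 0.5 h and −0.0842 at 4 h, although the totals were raised at both. This correlation gives every gene the same weight, while the totals follow genes with high values. It therefore cannot tell whether long genes carried the increase. After median-of-ratios rescaling 48.8% of the LPS 0.5 h calls were higher, but this rescaling sets the median near 0 by its construction. Requiring a mean of 50 normalised read counts also raised this share, to 43.7% under the authors' scaling, but this mean includes the LPS samples and so favours genes that rose. How much of the surplus of falls lies in genes with low values was therefore left open. Whether the surplus comes from the authors' scaling or from a fall of most transcripts after LPS cannot be told apart here, since no added standard was analysed.

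Replicate 1 lay apart from replicates 2 and 3 in every group. Its share of counts on mt-Rnr2, a mitochondrial ribosomal RNA, was 0.246% to 0.754%, against 1.87% to 4.01% in replicate 2 and 1.31% to 2.85% in replicate 3. Across genes, the deviation of replicate 1 had a Spearman correlation with gene width of 0.0099 in the group closest to 0 and 0.2063 in the highest, which argues against length bias as the common cause. Carry-over of cytoplasmic RNA was tested on the assumption that it moves ribosomal protein genes and mitochondrial transcripts alike. The 75 tested ribosomal protein genes instead lay above width-matched genes in replicate 1, by 0.0108 to 0.4054 on the log2 scale over the groups, while the median of the 2 tested mitochondrial genes deviated by −1.98 to −3.02. Without width matching, the median of the ribosomal protein genes deviated by −0.15 to 0.31. It was below 0, the direction of the mitochondrial genes, in untreated, LPS 1 h and LPS 2 h only. These values argue at most against a carry-over that moves both alike. A difference in mitochondrial RNA alone stays open. The estimated depths argue against depth as a common cause: 3 of the 4 replicate 1 libraries with an estimate had reads within the range of the 7 others. A separate preparation of replicate 1 stays open, and no biological explanation was tested. How the replicates are treated bears on the IL-4 counts given in the report.

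Non-coding genes were frequent among the LPS rises. Of 725 tested non-coding genes with a largest change above 1 on the log2 scale and an adjusted p under 0.01 over the LPS course, 61.7% overlapped a protein-coding gene that also rose, against 6.26% of the 1644 other non-coding genes (two-sided Fisher exact p 1.39e-182). Reads shared between overlapping genes are a candidate explanation for many of these rises, Gm32650 and Gm41235 included. Joint regulation of overlapping genes would give the same pattern and was not separated from it.

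Genes near strongly induced genes also rose. At LPS 1 h 381 genes with at least 50 normalised read counts rose by more than 3 on the log2 scale. Of 43 non-overlapping genes on the same strand within 10 kb past their ends 55.8% rose, of 22 within 10 kb before their starts 45.5%, and of other non-overlapping genes 12.3%. Transcription running past the gene end would favour the first group. The difference between the first and second groups had a two-sided Fisher exact p of 0.446, and with so few genes it cannot be told apart from none.

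A delay set by gene length was looked for among genes that had risen by 0.5 h. In the IL-4 course the change from 0.5 to 1 h grew with gene width over 465 rising genes (Spearman rho 0.2235 across genes, permutation p 1e-05, the smallest that 100000 resamples can give). The rho was 0.153 to 0.265 in the 3 replicates taken singly. With mean expression over all 27 samples held, the partial rho was 0.2924, and among unchanged genes the rho was −0.105. These values argue against expression level by that measure and against a length bias of the libraries. The mean includes the samples that form the change, so the level before stimulation was not held. The genes were also chosen by their rise at 0.5 h, which enters the change, and the effect of this choice was not tested. The median change was 0.53 for 58 genes over 100 kb and −0.03 for 104 genes under 10 kb. The time needed to transcribe long genes may contribute, as a hypothesis from these data. In the LPS course the rho was 0.1492 over 1551 genes (permutation p 1e-05) and −0.1619 among unchanged genes, but it was only 0.039 with mean expression held, so there a delay cannot be told apart from an effect of expression level.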
